# Small RNA NGS Revealed the Presence of Cherry Virus A and Little Cherry Virus 1 on Apricots in Hungary

**DOI:** 10.3390/v10060318

**Published:** 2018-06-11

**Authors:** Dániel Baráth, Nikoletta Jaksa-Czotter, János Molnár, Tünde Varga, Júlia Balássy, Luca Krisztina Szabó, Zoltán Kirilla, Gábor E. Tusnády, Éva Preininger, Éva Várallyay

**Keywords:** small RNA NGS, metagenomics, diagnostics, fruit tree viruses, Cherry virus A, little cherry virus 1, apricot

## Abstract

Fruit trees, such as apricot trees, are constantly exposed to the attack of viruses. As they are propagated in a vegetative way, this risk is present not only in the field, where they remain for decades, but also during their propagation. Metagenomic diagnostic methods, based on next generation sequencing (NGS), offer unique possibilities to reveal all the present pathogens in the investigated sample. Using NGS of small RNAs, a special field of these techniques, we tested leaf samples of different varieties of apricot originating from an isolator house or open field stock nursery. As a result, we identified Cherry virus A (CVA) and little cherry virus 1 (LChV-1) for the first time in Hungary. The NGS results were validated by RT-PCR and also by Northern blot in the case of CVA. Cloned and Sanger sequenced viral-specific PCR products enabled us to investigate their phylogenetic relationships. However, since these pathogens have not been described in our country before, their role in symptom development and modification during co-infection with other viruses requires further investigation.

## 1. Introduction

Apricot (*Prunus armeniaca*) is one of the most popular fruits in central Europe, especially in Hungary, where it is not only consumed as a fresh fruit, but also serves as a raw material for jam and “Palinka” (a distilled spirit) production. Thanks to intensive breeding programs since 1950, many varieties have become available with improved characteristics for these specific purposes. In accordance with the usual routine [1], mother trees of the new, approved varieties free from viruses are kept in isolator houses to prevent subsequent exposure to viruses, especially the Plum pox virus (PPV), and infections. They are also kept in open field stock nurseries which provide propagation material for the future.

Apricot trees can be infected by different viral pathogens, among them PPV, the Prunus necrotic ringspot virus, Prune dwarf virus, Apricot latent virus, Apple mosaic virus and Apple chlorotic leaf spot virus. These are all regulated viruses in Hungary, whose presence must be checked regularly in commercialized nurseries [2]. For these tests, traditional virus diagnostic methods (DAS-ELISA and RT-PCR) are used which are sensitive, but have critical limitations, as they are only able to detect infection of the tested pathogens [1]. In the last decade, sequencing techniques have rapidly developed, including next generation sequencing (NGS) based diagnostics of fruit tree viruses [3,4,5,6]. NGS makes it possible to sequence all of the genetic material present in the sample (belonging to both the host and all infecting pathogens) [7]. This information can be used not only for virus diagnostics, but also for metagenomics studies [7,8]. NGS analyses of symptomatic trees led to the identification of new variants or completely new *Prunus* infecting viruses [9,10,11,12,13] and disclosed the simultaneous presence of different variants and their recombination origin [10,14,15]. With the help of NGS, virus presence without visible symptoms could be identified from new locations [16] and new hosts [17,18]. Small RNA (sRNA) NGS is a special field of metagenomics, based on sequencing of sRNA products derived from RNA-based defense reaction (RNA interference (RNAi)) of the host plant. In a virus-infected plant, RNAi produces small interfering (si) RNAs (21–24 nt long) with the same sequence information as the infecting viruses [19,20]. Sequence analysis of the siRNA population of the host plant can disclose the presence of any viral pathogen with high sensitivity [19,21]. As a diagnostic tool, sRNA seq was proved to have the same sensitivity as ribodepleted RNAseq [22] and was found to be 10× more sensitive than RT-PCR [23]. Analysis of the sRNA population in samples extracted directly from field plants offers a unique opportunity to identify viroids [24] or viruses [25] even if they are alien to the plant or never described [26,27], facilitating the efficient survey of plantations [28]. 

Cherry virus A (CVA) was first described from sweet cherry in Germany by Jelkman [29]. Since that time, this capillovirus (genus in the *Betaflexivirideae* family) has been reported all over the world and was found to be frequent on the sweet and sour cherry [30,31]. Moreover, it was detected in several *Prunus* hosts (apricot, peach, plum, Japanese apricot) as well [31,32,33]. Its detection is not possible either by biological indexing or by ELISA. With the appearance of NGS, it is often reported to be present in mixed infections, together with other well-known fruit tree-infecting viruses, making it difficult to correlate its presence with the occurring symptoms [30,31]. Although it is considered to be latent, it cannot be ruled out that the severity of symptoms can be affected by its presence. Until now, it has no identified vectors, but is readily transmitted by grafting, thus its presence should be avoided in stock nurseries [30,31]. CVA has a positive RNA genome that includes two ORFs. ORF1 encodes the replicase and the coat protein, while ORF2 in a different frame contains a motif for a (putative) movement protein [31].

Little cherry virus 1 (LChV-1), a member of the *Velarivirus* genus in the *Closterovirideae* family, was first reported from cherries showing little cherry disease [34]. Since that time, the presence of its distinct variants has been connected with other disorders such as Kwanzan stunting [35] and Shirofugen stunt disease [36]. Infection of cherry by LChV-1 has been reported all over the world [37,38,39,40], usually as a coinfection with CVA. Moreover, its presence was also reported from different hosts (almond, peach and plum) [35,41] and recently from apricot [17]. It is graft-transmittable and although its close relative LChV-2 is transmitted by mealybugs, LChV-1 still lacks a confirmed vector. Its positive sense RNA genome has eight ORFs, including ORF3 encoding a heat-shock protein 70 homologue (HSP70h) and ORF5 and ORF6 encoding two coat proteins [41].

During our work, we used sRNA NGS to survey virus infections in apricot stock nurseries and have found and validated the presence of CVA and LChV-1, which have never before been detected in Hungary.

## 2. Materials and Methods

### 2.1. Plant Material, Sample Preparation

Samples were collected from an isolator house and open field stock nursery in Érd, at the Research Station of the Fruticulture Research Institute of NARIC. Leaf samples from four different branches of the tree, from three different varieties—Ligeti óriás (Parkland giant), Pannónia kajszi (Pannonian apricot), Magyar kajszi (Hungarian apricot)—were collected. Leaf samples of the *in vitro* cultured plantlets from all three varieties were also collected. RNA was extracted from leaf samples by the CTAB method [42]. RNA pools, representing each variety at different locations (isolator house or stock nursery) were prepared by mixing equal amounts of RNA originating from different individuals. These pools were used for sRNA library preparation (five libraries in total) using Truseq Small RNA Library Preparation Kit (Illumina, San Diego, CA, USA) and our modified protocol [42]. Samples were sequenced using a single index on a HiScan2000 by UD Genomed (Debrecen, Hungary) 50 bp, single end (8 samples/1 sequencing lane). Fastq files of the sequenced libraries were deposited to the GEO and can be accessed through series accession number GSE114251.

### 2.2. Pipeline for Data Evaluation of NGS Results (Bioinformatics)

For bioinformatics analysis, we used our published pipeline [42]. Briefly, the resulting reads were sorted according to their indexes. Adapters of the sequenced reads were removed by the Trimmomatic program [43], their quality was checked by the FastQC program (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and deduplicated by the Picard MarkDuplicates tool (http://broadinstitute.github.io/picard). For virus detection, we used two different pipelines in parallel: (A) short reads were mapped to viral reference genomes (Refseq viral database of NCBI from only plant and invertebrate hosts were used) by the BWA-aln short read aligner [44] with default options. Mapped reads were counted both with and without deduplication using samtools idxstats [45]. Redundant reads of the resultant hits were normalized to read/million read. Consensus viral sequences from the aligned deduplicated reads were generated using the samtools/bcftools [45] pipeline. Coverage of the appropriate genome was counted as the percentage of the genome covered by nucleotide information from the mapped sRNA reads. (B) De novo assembling of the deduplicated reads was performed by using Velvet with k-mer: 13, 15, 17 [46]. The generated contigs were annotated by MegaBLAST [47] to the RefSeqs and nr (viral database of NCBI from plant and invertebrate hosts) of NCBI.

### 2.3. Validation of Predicted Virus Diagnostics by RT-PCR

cDNA was synthetized from pooled RNA extracts representing each library or each individual tree using a random primer of the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA, USA), according to the manufacturer’s instructions. The generated cDNA was used as template for PCR reactions using Phire Hot Start II DNA Polymerase (Thermo Fisher Scientific) and published diagnostic primer (for PPV, [48]) or new ones (see Table S1) which were designed according to the sequenced sRNA reads. PCR products were analysed by agarose gel electrophoresis. For Sanger sequencing, cDNA was synthetized from pooled RNA extracts of individual plants and virus-specific PCR was done using Phusion Hot Start II High-Fidelity DNA Polymerase (Thermo Fisher Scientific). The purified products were cloned into pGEM^®^-T Vector System I (Promega, Fitchburg, WI, USA) and sequenced. Sequences were deposited into GenBank (GenBank Accession Numbers: MH321189-91.).

### 2.4. Phylogenetic Analysis

To compare sequenced and cloned PCR products, we used MEGA 7.0.21 [49] with the implemented neighbor-joining algorithm. The percentage of replicate trees in which the associated taxa clustered together in the bootstrap test (500 replicates) are shown next to the branches.

### 2.5. Validation by Northern Blot

For Northern blot analyses, 3 µg of total RNA was separated on formaldehyde-1.5% agarose gel and blotted to Amersham Hybond-NX membrane (GE Healthcare, Chicago, IL, USA), by the capillary method using 20× SSC (3 M NaCl and 0.3 M Na-citrate; pH 7.0). Hybridization was carried out at 65 °C in Church buffer (0.5 M Sodium Phosphate buffer, pH 7.2 containing 1% BSA, 1 mM EDTA, 7% SDS) overnight with the appropriate radioactively labelled probe, washed for 5 min in 2× SSC, 0.1% SDS and for 15 min in 0.5× SSC, 0.1% SDS at the temperature of the hybridization and exposed to an X-ray film. Virus-specific, P32-labelled DNA probes were prepared by using the DecaLabel DNA Labelling Kit (Thermo Fischer Scientific). As a template for Northern blot, probe PCR-amplified and purified product of the cloned region of CVA was used.

## 3. Results and Discussion

### 3.1. Small RNA NGS Revealed the Presence of CVA and LChV-1 

#### 3.1.1. Initial Statistics

Our samples originated from a stock nursery hosted by the Fruit Research Institute of NARIC. We sampled three apricot varieties, bred in Hungary: Ligeti óriás (LO–Parkland giant), Pannónia kajszi (P–Pannonian apricot) and Magyar kajszi (M–Hungarian apricot). Individuals, both under the isolator net and on open field, were sampled (Table S2). *In vitro* cultures which served as a propagation material for the mother trees were also available and tested. RNA pools were prepared from the RNA extracts of leaves according to the plant varieties and places of origin. 

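Small RNAs are 20 to 24 nt products of plant silencing enzymes, and those cut from viral RNA report on a virus in the tissue. Each of the 5 libraries was made from 1 pool of leaf RNA, so no condition had a replicate. The 1_LO_ih library came from 3 Ligeti óriás trees of the isolator house and 2_LO_sn from 2 trees of this variety in the stock nursery. The 3_P_ih library came from 3 Pannónia kajszi trees of the isolator house and 4_P_sn from 2 trees of the stock nursery. The 5_M_sn library came from 2 Magyar kajszi trees of the stock nursery. The authors trimmed the adapters and deposited the read count of each distinct sequence, without normalization. The sequences were between 16 and 28 nt long. The lists held 9820475 reads for 1_LO_ih, 11047585 for 2_LO_sn, 11416743 for 3_P_ih, 10394694 for 4_P_sn and 8016977 for 5_M_sn. Table S3 of the paper gives 11130126 trimmed reads for 1_LO_ih, 12463256 for 3_P_ih and 12433276 for 5_M_sn, and the same totals as the lists for the other libraries. The reads of the lists are the depth used here, so 88.2% of the trimmed reads of 1_LO_ih, 91.6% of those of 3_P_ih and 64.5% of those of 5_M_sn were analysed. Reads of 21 nt made up 34.6% of all reads in 1_LO_ih, 9.43% in 2_LO_sn, 34.0% in 3_P_ih, 26.1% in 4_P_sn and 20.7% in 5_M_sn. Reads of 24 nt made up 10.4% in 1_LO_ih, 1.92% in 2_LO_sn, 6.53% in 3_P_ih, 0.548% in 4_P_sn and 13.9% in 5_M_sn. The Wilson 95% interval of each of these shares was narrower than 0.1 percentage points, but it does not cover sequences missing from the incomplete lists. Intervals and detection floors cover counting error only, since PCR copies of 1 molecule are not independent. The largest move among the alternatives, in percentage points, was in the 24-nt share of 5_M_sn, which was 42.4% when each distinct sequence was counted once. The sequence with the most reads was TCGGACCAGGCTTCATTCCCC in 1_LO_ih (12.6% of reads), 3_P_ih (15.5%) and 4_P_sn (11.8%). It was followed by AGTTACTAATTCATGATCTGGC in 1_LO_ih (8.48%) and 3_P_ih (13.5%), which was also the first sequence of 5_M_sn (25.2%). The first sequences of 2_LO_sn were GTCGGGATAGCTCAGC (15.9%) and TTCGGGATAGCTCAGC (6.43%), and GTCGGGATAGCTCAGC was the next in 4_P_sn (9.97%). The next sequence in 5_M_sn was GGTAGTTCGACCGTGGAATT (3.60%). In the incomplete list of 5_M_sn, TCGGACCAGGCTTCATTCCCC had 0 reads, against 306830 reads in 2_LO_sn and more in the other libraries. The shares and the order of sequences given for 5_M_sn may thus differ from those of its whole library.

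**Figure D1:**
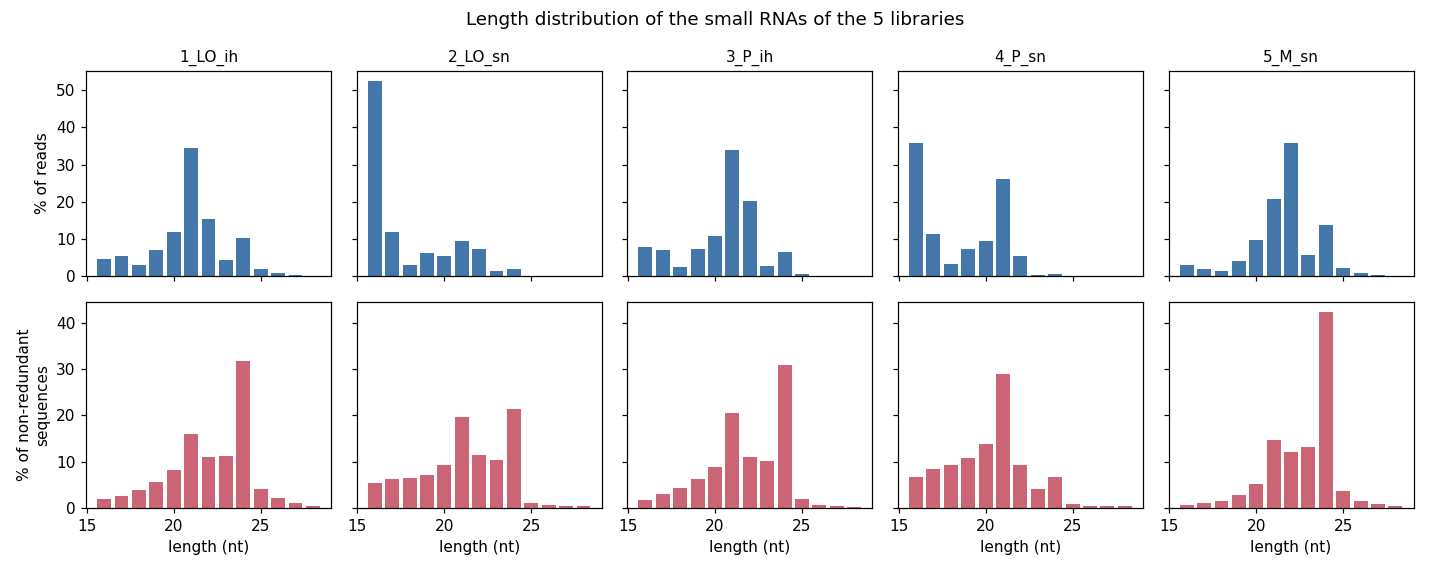
Length of the small RNAs (x axis, nt) of the 5 libraries, as the percent of reads (upper row) and of distinct sequences (lower row) on the y axis. Sequences of 16 nt hold 52.5% of the reads of 2_LO_sn and 35.9% of those of 4_P_sn, and 24 nt is the most frequent length among the distinct sequences of every library except 4_P_sn.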

In total, five sRNA libraries were sequenced by Illumina HiScan (Magyar kajszi variety from the isolator was not sequenced). As a result, 11.9–13.3 million raw reads/library were generated (Table S3). 

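The lists held 1048576 distinct sequences for 1_LO_ih, 611359 for 2_LO_sn, 1048576 for 3_P_ih, 542571 for 4_P_sn and 1048576 for 5_M_sn. The paper's reported numbers in Table S3 are 1285768, 607256, 1130809, 537920 and 1691987 in the same order. The lists of 1_LO_ih, 3_P_ih and 5_M_sn thus held 81.6%, 92.7% and 62.0% of the non-redundant reads of the paper. Most sequences were seen once, from 71.7% of the distinct sequences in 1_LO_ih to 80.4% in 2_LO_sn. Duplicates had been collapsed by the authors, and no sequence occurred on more than 1 line.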

After quality control and trimming of the adapters, duplicates were removed and non-redundant reads (530,000–1.7 million/library), without removing the host-specific sRNAs, were used for virus diagnostics. In different libraries, 4.75–22.86% of the total non-redundant reads were mapped to viral reference genomes. 

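Contigs were also built here from the deposited sequences of 20 to 24 nt, from words of 13, 15 or 17 nt that occurred in at least 2 sequences. This procedure was chosen after the data had been seen, and it is not Velvet. With 15-nt words, 285 contigs of at least 40 nt were obtained from 1_LO_ih, 236 from 2_LO_sn, 534 from 3_P_ih, 184 from 4_P_sn and 581 from 5_M_sn. With 17-nt words the numbers were 172, 131, 356, 82 and 445. With 13-nt words they were 19, 66, 35, 85 and 18. The longest contig with 15-nt words had 90 nt, in both 2_LO_sn and 5_M_sn.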

In parallel, in the five libraries, 3444–16,284 contigs were assembled with different k-mers (13, 15, 17) using Velvet (Table S4), resulting in only 0–154 contigs of viral origin.

#### 3.1.2. Small RNA NGS-Based Virus Diagnostics

In order to identify viruses in the samples, sRNA reads or longer contigs, were aligned and mapped to reference genomes and partial sequences of viruses originating from plant or insect hosts. During this analysis, among all the contigs, PPV-, CVA- and LChV-1-specific contigs were identified (Table S4). 

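The primers of Table S1 were used as seeds, since no viral genome was used here. Each primer was extended in both directions with the sequences of 1 library that overlapped the growing end by at least 15 nt. All positions are counted without gaps from the position that Table S1 gives the primer on the reference genome of its virus. For CVA, the forward primer of the movement protein gave a contig of 95 nt (positions 5381 to 5475) and the reverse primer a contig of 102 nt (positions 6761 to 6862), both longest in 4_P_sn. For LChV-1, the forward primer of HSP70h gave 52 nt (positions 9482 to 9533) and the reverse primer 47 nt (positions 10242 to 10288). The reverse primer of the LChV-1 coat protein gave 47 nt (positions 13215 to 13261), and its forward primer was not extended in any library. The LChV-1 contigs all came from 5_M_sn. For PPV, the reverse primer of the coat protein gave 45 nt in 5_M_sn (up to position 9559), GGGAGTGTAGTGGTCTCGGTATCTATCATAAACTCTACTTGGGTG, and its forward primer was not extended. In 2_LO_sn the same primer, of 20 nt, was extended to 21 nt, and in 1_LO_ih no primer was extended. For the CVA primers the overlap moved the lengths most, and the contig of the reverse primer reached 269 nt with at least 13 nt. With sequences of at least 2 reads, the LChV-1 contigs had 25, 0 and 26 nt (in the order given) and the PPV contig 0 nt. The contig of the HSP70h reverse primer also had 0 nt with an overlap of at least 17 nt.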

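The contigs grown from the primers of Table S1 had 45 to 102 nt with an overlap of at least 15 nt. The contigs built without primers from 15-nt words were kept from 40 nt, and those that 3_P_ih and 4_P_sn held and the other libraries lacked were at most 83 nt long. Among the contigs held by 5_M_sn alone the longest had 90 nt.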

The length of the contigs ranged from 31–188 nt. 

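Without a viral genome, the contigs built from 15-nt words were sorted by the libraries that held their sequences. A library was taken to hold a contig when its exactly matching sequences numbered more than 10% of those of the library the contig was built from. Of the contigs of 3_P_ih, 41 were held by 3_P_ih and 4_P_sn only, and of those of 4_P_sn, 45. In each library 1 of these, of 40 nt and 64 nt, shared its whole length with the contig of the CVA forward primer. Of the contigs of 5_M_sn, 67 were held by no other library, and 1 of these, of 40 nt, lay within the contig of the LChV-1 HSP70h forward primer. Another 45 contigs of 5_M_sn were held by 2_LO_sn and 5_M_sn only, as were 4 contigs of 2_LO_sn. A further 8 contigs of 2_LO_sn were held by no other library. Of the 285 contigs of 1_LO_ih, 1 was held by that library only. Apart from those named, no contig shared 18 nt or more with a contig grown from a primer, so these numbers are not numbers of viral contigs. With 17-nt words in place of 15-nt words, 20 contigs of 4_P_sn fell in the group of the Pannónia kajszi libraries and 35 contigs of 5_M_sn were held by 5_M_sn alone.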

In 2_LO_sn, there were 14 and in 5_M_sn 128 PPV-specific contigs, there were only six and eight CVA- and 26 LChV-1-specific contigs in 3_P_ih, 4_P_sn and 5_M_sn, respectively (Table S5). 

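The deposited sequences of every library were aligned to the 6 contigs grown from the primers by BWA-aln with default options, as in the methods of the paper. The contigs had 197 nt for CVA, 146 nt for LChV-1 and 45 nt for PPV in total. Redundant reads were scaled to 1000000 reads of the list (RPM). Since 3 reads are the smallest number taken as detectable, the floor lay between 0.263 RPM in 3_P_ih and 0.374 in 5_M_sn. Default options allow differences that short sequences meet by chance. In a test with a made-up virus of 400 nt, 234 reads of 1_LO_ih itself aligned although none of them matched exactly. The 900 added reads were all recovered, which could not fail, since they were aligned to the sequence they were cut from. In the libraries in which the paper reports no CVA, between 0.125 and 0.905 RPM aligned to the CVA contigs. In the libraries other than 5_M_sn the range was 0.613 to 1.43 for the LChV-1 contigs. In the libraries other than 2_LO_sn and 5_M_sn it was 0.0876 to 0.192 for the PPV contig, with the highest value in 4_P_sn, which the paper also names once as infected with PPV. Of the reads in these libraries, 3 of 18 matched CVA exactly, 0 of 42 matched LChV-1 and 0 of 4 matched PPV.

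**Figure D2:**
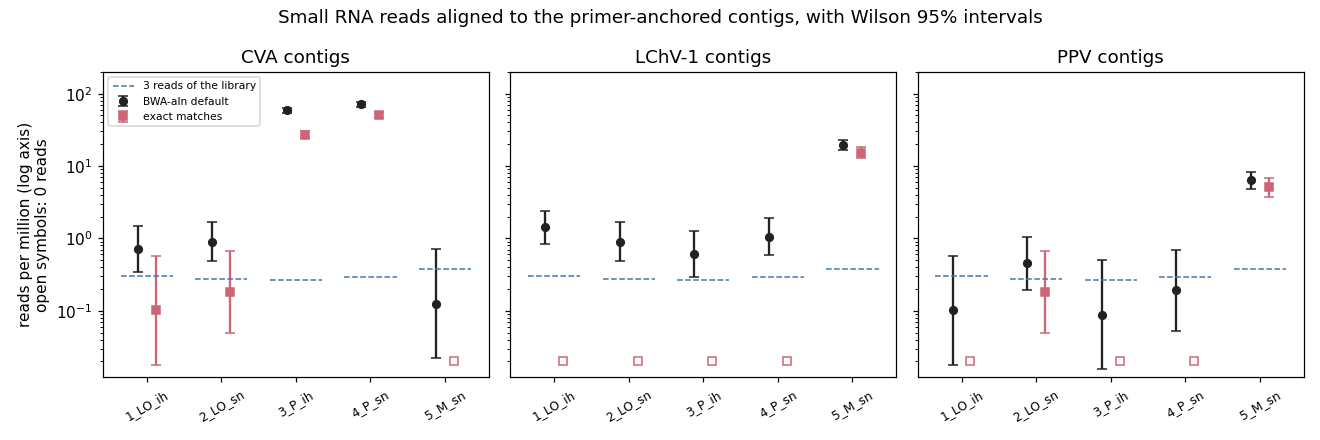
RPM (y axis, log scale) of the 5 libraries on the contigs of each virus, with Wilson 95% intervals. Black points are BWA-aln with default options, red squares exact matches, open symbols 0 reads, and dashed lines the share that 3 reads make of each library. CVA stands out in 3_P_ih and 4_P_sn with 58.8 and 70.9 RPM, and LChV-1 (19.7) and PPV (6.36) in 5_M_sn.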

When sRNA reads were directly aligned to the viral reference genome, the number of matched non-redundant and normalized redundant reads was counted and coverage (in %) of the whole viral reference genome was also calculated (Table S5). According to our analysis, two libraries: 2_LO_sn and 5_M_sn represented plant materials that were infected with PPV. 

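On the PPV contig of 45 nt, 51 reads of 5_M_sn aligned, which were 25 distinct sequences and 6.36 RPM (Wilson 95% interval 4.84 to 8.36). Of these, 41 reads matched exactly. The sequence with the most reads was TCTATCATAAACTCTACTTGG, with 5 reads. In 2_LO_sn, 5 reads of 4 sequences aligned, 0.453 RPM (0.193 to 1.06). Only 2 of them matched exactly, both of 21 nt and 1 on each strand, which is below the floor of 3 reads. With at most 1 mismatch and no gap 3 of them remained, equal to the floor, against 0 in 1_LO_ih, 3_P_ih and 4_P_sn. In 1_LO_ih, the library of the same variety from the isolator house, 1 read aligned and none matched exactly. Fisher's exact test on the reads of 1_LO_ih and 2_LO_sn, which compares these libraries and not the places, gave p = 0.224 (two-sided). No difference between these libraries was detected on the contig of 45 nt. With 6 reads in both together, the smallest p that Fisher's exact test allows is 0.0109. Between 2_LO_sn and 5_M_sn Fisher's exact test gave p = 1.74e-14 (two-sided). The PPV contig was grown from the reads of 5_M_sn, which favours 5_M_sn, so this p is no independent evidence. Of the contigs built without primers, 49 were held by 2_LO_sn and 5_M_sn only. On these, 547 reads of 2_LO_sn and 3458 of 5_M_sn matched exactly, against 3 of 1_LO_ih, 3 of 3_P_ih and 2 of 4_P_sn. These contigs were chosen for being held by these libraries, and none shared 18 nt or more with the PPV contig, so their virus was not identified here.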

Besides PPV, we identified infection of CVA in 3_P_ih, 4_P_sn and LChV-1 in 5_M_sn libraries. 

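CVA reads on the contigs of 197 nt numbered 671 in 3_P_ih, 58.8 RPM (Wilson 95% interval 54.5 to 63.4), and 737 in 4_P_sn, 70.9 RPM (66.0 to 76.2). They were 190 and 265 distinct sequences. Exact matches accounted for 307 reads in 3_P_ih and 526 in 4_P_sn. In the other libraries 7 reads aligned in 1_LO_ih, 10 in 2_LO_sn and 1 in 5_M_sn, of which 1, 2 and 0 matched exactly. The alternative that moved the CVA values by the largest factor kept only sequences with at least 2 reads, both to grow the contigs and to count. The CVA contigs then had 103 nt in total, and the values were 7.18 RPM in 3_P_ih and 9.24 in 4_P_sn. This drop joins shorter contigs and fewer reads, so it does not give the share of single-read sequences. LChV-1 reads on the contigs of 146 nt numbered 158 in 5_M_sn, 19.7 RPM (16.9 to 23.0), in 82 distinct sequences. Of these, 122 reads matched exactly. In each of the other libraries between 7 and 14 reads aligned and 0 matched exactly. Between 4_P_sn and 5_M_sn, Fisher's exact test on the LChV-1 reads of these libraries gave p = 1.01e-43 (two-sided). The LChV-1 contigs were grown from the reads of 5_M_sn, which favours 5_M_sn, so this p is no independent evidence. From the virus-specific contigs and the aligned reads, the paper concludes that CVA was present in the Pannónia kajszi pools and LChV-1 in the Magyar kajszi pool of the stock nursery.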

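Coverage could be followed here only along the contigs grown from the primers. CVA reads covered 99.5% of the 197 nt in both 3_P_ih and 4_P_sn, and positions with at least 2 reads made up 99.5% and 99.0%. With exact matches alone the covered share was 87.8% in 3_P_ih and 99.5% in 4_P_sn. LChV-1 reads of 5_M_sn covered 94.5% of 146 nt, and PPV reads of the same library 93.3% of 45 nt. The CVA contigs were grown from reads of 4_P_sn and the LChV-1 and PPV contigs from reads of 5_M_sn. High covered shares in the library of origin were thus largely fixed in advance and say nothing of genome coverage. The 5 PPV reads of 2_LO_sn covered 100% of the 45 nt, but 62.2% with at least 2 reads. The 2 exact reads of 2_LO_sn covered 93.3%, each position once. In 1_LO_ih, 7 reads covered 51.3% of the CVA contigs and 14 reads 58.9% of the LChV-1 contigs. These fell to 10.7% and 0% with exact matches. Outside 5_M_sn the highest covered share of the LChV-1 contigs was 69.9% in 4_P_sn, from 11 reads of which 0 matched exactly. The contigs lie at the primers of the movement protein, HSP70h and coat protein regions, and the rest of the viral genomes was not analysed here.

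**Figure D3:**
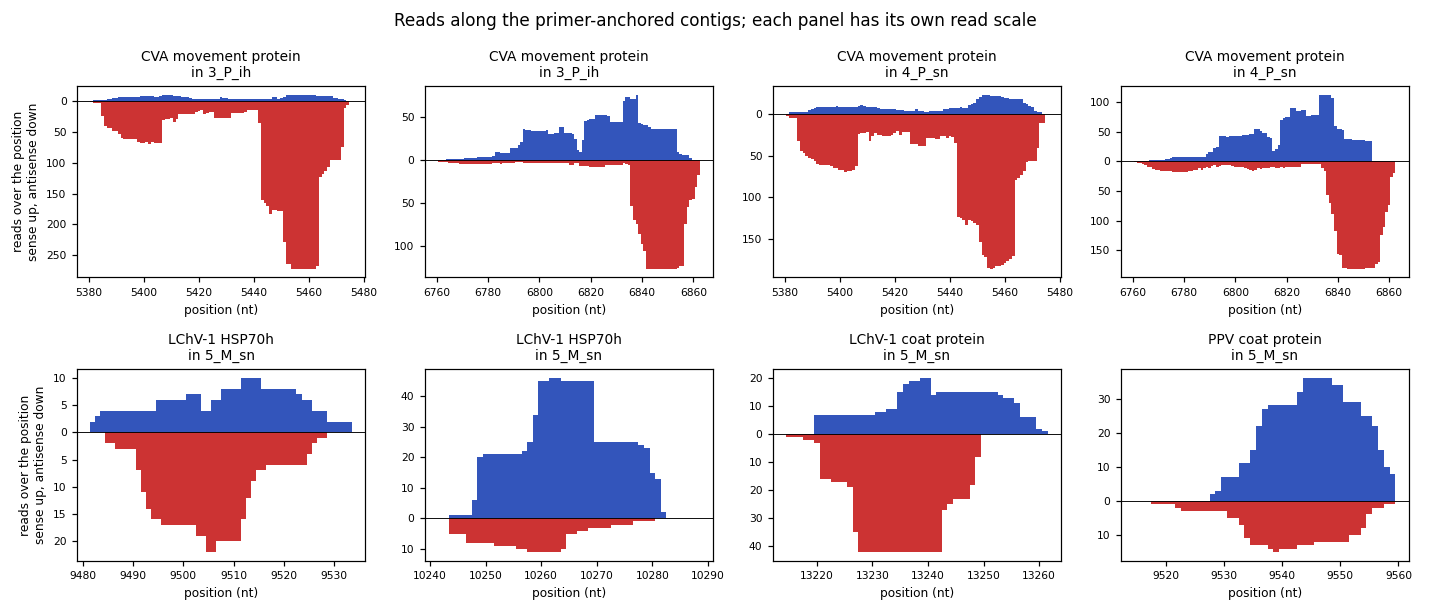
Reads over each position (y axis, sense above and antisense below 0) along the contigs, with the position on the x axis counted in nt from the primer of Table S1. In 3_P_ih and 4_P_sn the antisense reads of CVA pile up around position 5456, and each panel has its own read scale.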

Virus-specific reads originated from the entire genome in each case (Figure S1a,b upper panels). 

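Of the 671 CVA reads of 3_P_ih, 72.0% were 21 nt (Wilson 95% interval 68.5 to 75.2) and 18.9% were 22 nt (16.1 to 22.1). Of the 737 CVA reads of 4_P_sn, 72.0% were 21 nt (68.7 to 75.2) and 13.6% were 22 nt (11.3 to 16.2). Counted as distinct sequences, the 21-nt share was 53.7% in 3_P_ih and 49.4% in 4_P_sn. Of the 158 LChV-1 reads of 5_M_sn, 43.0% were 21 nt (35.6 to 50.8) and 40.5% were 22 nt (33.2 to 48.3). The intervals of these shares overlap. As distinct sequences, 40.2% of the LChV-1 sequences were 21 nt and 32.9% (23.7 to 43.7) were 22 nt. Reads of 24 nt made up 0.298% of the CVA reads in 3_P_ih, 0.136% in 4_P_sn and 0.633% of the LChV-1 reads. Both strands were present. Sense reads made up 22.8% of the CVA reads in 3_P_ih (19.8 to 26.1) and 29.7% in 4_P_sn (26.5 to 33.1). The exact binomial test against 50% gave p = 2.99e-47 and p = 8.49e-29 on reads (two-sided), and p = 8.09e-06 and p = 4.77e-06 on distinct sequences. Among distinct sequences of 3_P_ih that matched exactly, 43.4% were sense (exact binomial test, p = 0.272). The CVA strands were uneven along the contigs. A single antisense sequence on the contig of the forward primer (positions 5443 to 5463) gave 120 CVA reads in 3_P_ih and 51 in 4_P_sn. Over part of the contig of the reverse primer, sense reads outnumbered antisense reads in both libraries. The sense share of each contig alone was not tested, so the CVA shares describe these short contigs and not the genome. For LChV-1 in 5_M_sn, 51.9% of the reads were sense (44.2 to 59.6, exact binomial test, p = 0.691), and 48.8% of the distinct sequences (p = 0.912). The PPV reads of 5_M_sn were 70.6% sense (exact binomial test, p = 0.0046 on reads and p = 0.424 on 25 distinct sequences).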

CVA- and LChV-1-specific reads were mainly 21 nt long with both sense and antisense origins, while more than one-third of the LChV-1-specific sRNA reads were 22 nt long, suggesting a key role of antiviral DCL4 and DCL2 during their biogenesis (Figure S1a,b lower panel) [20,25].

### 3.2. Validation of the Small RNA NGS Virus Diagnostics

In order to validate our deep sequencing results, we synthesized cDNA from pooled RNAs representing the sequenced libraries and set up RT-PCR reactions with published diagnostic primers (for PPV [48]) or with primers designed according to the sequenced sRNA reads (Table S1). Positive controls (cDNA from virus-containing samples) and negative controls were always included. According to sRNA NGS analyses, two libraries: Ligeti óriás and Pannónia kajszi, which originated from an open field stock nursery, were infected with PPV. 

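In the stock nursery library of Ligeti óriás (2_LO_sn), 5 reads aligned to the PPV contig, of which 2 matched exactly and 3 were between 20 and 24 nt long. In that of Pannónia kajszi (4_P_sn), 2 reads aligned, 0.192 RPM (Wilson 95% interval 0.0528 to 0.702). Neither of them matched exactly and neither was between 20 and 24 nt long. The floor of 4_P_sn was 0.289 RPM. The library with the most PPV reads was that of Magyar kajszi (5_M_sn), with 51 reads. No contig of 4_P_sn was held by 2_LO_sn and 4_P_sn alone. This pattern cannot decide on PPV in 4_P_sn, since 5_M_sn had the most PPV reads and could also hold a PPV contig. The paper's own summary of NGS and RT-PCR lists PPV for Ligeti óriás and Magyar kajszi of the stock nursery, and only CVA for Pannónia kajszi.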

To reveal how widespread this infection is, the presence of the virus was validated by RT-PCR using cDNA produced from the individual trees (Figure S2). According to this analysis, only one tree from each variety was infected. The presence of PPV was rare; it was missing from the isolator and occurred only at the open field; consequently, it could be the result of an onsite infection that originated from the neighborhood.

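In the libraries from the isolator house, 1 read of 1_LO_ih and 1 read of 3_P_ih aligned to the PPV contig of 45 nt, and none matched it exactly. The floors were 0.305 and 0.263 RPM. In the stock nursery 5 reads aligned in 2_LO_sn, 2 in 4_P_sn and 51 in 5_M_sn. Exact matches numbered 2, 0 and 41. For Ligeti óriás, no difference in PPV reads between the 2 libraries was detected (Fisher's exact test, p = 0.224, two-sided). The 6 reads of both libraries together allow this test a p as small as 0.0109. For Pannónia kajszi the 3 reads of both libraries together are too few for a test, since the smallest p of Fisher's exact test that they allow is 0.108. The isolator house pool of Magyar kajszi was not sequenced, so the largest number of PPV reads has no counterpart from the isolator house.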

sRNA NGS also showed the presence of two additional viruses, never before described in Hungary: CVA and LChV-1.

#### 3.2.1. Validation of the Presence of Cherry Virus A

The presence of CVA indicated by sRNA reads in 3_P_ih and 4_P_sn libraries could be validated by both RT-PCR, amplifying the entire putative MP region (Figure 1a) and Northern blot analysis (Figure 1b), using pooled RNA representing the sequenced libraries, indicating that Pannónia kajszi trees, even in the isolator house, were infected with this virus.

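CVA reads were 1.21 times as frequent in 4_P_sn as in 3_P_ih (70.9 against 58.8 RPM). Fisher's exact test on the reads of these libraries gave p = 0.00047 (two-sided), which compares the libraries and not the places, each being 1 pool. With each contig taken alone, the excess of 4_P_sn was detected on the contig of the reverse primer only. On that of the forward primer 3_P_ih had 35.0 and 4_P_sn 32.7 RPM (Fisher's exact test, p = 0.358, two-sided), and on that of the reverse primer 23.7 and 38.2 RPM (p = 1.28e-09). The comparison of each contig alone was chosen after the data had been seen. Both contigs were grown from 4_P_sn, so exact matches leave out more reads of 3_P_ih and do not compare the amount of CVA. With contigs grown with an overlap of at least 17 nt the excess was not detected on both contigs together. There 3_P_ih had 35.8 and 4_P_sn 35.2 RPM (Fisher's exact test, p = 0.829). The reverse contig then had 36 nt, so this largely repeats the result of the forward contig. With an overlap of at least 13 nt, on 447 nt, the excess was detected and was 80.8 RPM (Fisher's exact test, p = 1.96e-28). It was also detected with at most 1 mismatch (Fisher's exact test, p = 0.000102) and with 20 to 24 nt only (p = 0.004). With sequences of at least 2 reads it was not (Fisher's exact test, p = 0.0989). On the contig of the forward primer of the movement protein, the sequence with the most reads was TGAAAATTCTGGATTCGTCTC in both libraries, with 120 reads in 3_P_ih and 51 in 4_P_sn. It is antisense, from position 5443 to 5463, and differs from the contig by G5456A, given as the contig's sense base, the position counted from the primer, and the base of the reads. Reads with this base were 99.6% of the 276 reads of 20 to 24 nt over the position in 3_P_ih (Wilson 95% interval 98.0 to 99.9). In 4_P_sn they were 53.1% of 192 reads (46.1 to 60.1). On the contig of the reverse primer the first sequences were TGAAGAAGTTGTAAGCCTGCT in 3_P_ih, with 45 reads (antisense, positions 6836 to 6856), and TATGTGAACCATTTGCTGAGC in 4_P_sn, with 37 reads (sense, positions 6818 to 6838).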

Moreover, each tested individual tree proved to be positive for CVA presence (Figure 1c). This result raised the possibility that this infection did not derive from the environment, but instead originated from the established *in vitro* cultures. Testing two batches of plantlets from two different lines of *in vitro* cultures of Pannónia kajszi variety line 2 showed the presence of the virus (Figure 1d), supporting this theory. As CVA is not on the quarantine list, its presence was not checked during sanitation. Even though its presence is not connected to any visual symptom, especially not on the apricot, it may interfere with other viruses; therefore, its presence should be avoided in any propagation materials.

#### 3.2.2. Validation of the Presence of Little Cherry Virus 1

Apricot was not considered as a natural host of LChV-1; moreover, the mechanical inoculation of this host with this virus failed [50], but recently its presence on apricots was reported in the Czech Republic [17]. With sRNA NGS, we detected its presence in the 5_M_sn library, produced from trees of the Magyar kajszi variety on the open field stock nursery. 

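The 158 LChV-1 reads of 5_M_sn came from all 3 contigs. On the contig of the HSP70h forward primer 37 reads aligned, and the sequence with the most reads was AATGACGGAATCTAACAACTT (3 reads, antisense, positions 9491 to 9511). On that of the HSP70h reverse primer 57 reads aligned, with TTTCGTCGATTCTGAAATTGA first (13 reads, sense, positions 10249 to 10269). On that of the coat protein reverse primer 64 reads aligned, with CGAGACATGAAGAGCTCCCTTC first (10 reads, antisense, positions 13221 to 13242). All 3 sequences matched their contig exactly. In the other 4 libraries 42 reads aligned in total, each with at least 1 difference. The list of 5_M_sn held 64.5% of its trimmed reads.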

The presence of the virus was validated by RT-PCR (Figure 2a). 

Although Magyar kajszi trees in the isolator were not NGS sequenced, according to RT-PCR they were found to be uninfected with LChV-1 (Figure 2a). Moreover, RT-PCR of the individuals showed that only one tree in an open field was infected (Figure 2b). To find out whether *in vitro* clones of this variety contain the virus, we checked two batches of two different lines of the *in vitro* cultures for the presence of LChV-1 and we did not find any infection. These findings suggest that infection of the apricot occurred in the open field stock nursery and not by grafting during its propagation. Although its vector transmission is not proven, LChV-1 could be transmitted by insect vectors [51]. The apricot stock nursery is close to a sweet and sour cherry variety collection, which could serve as a reservoir for the virus. However, the infection rate was low and we found LChV-1 in Magyar kajszi, one of the varieties which was shown to be infected in the Czech Republic. This coincidence, even in the lack of symptoms, suggests the susceptibility of this variety to LChV-1.

Results of the sRNA NGS and its comparison with RT-PCR, summarized in Table 1, show that this high-throughput method can be reliably used for virus diagnostics. 

#### 3.2.3. Phylogenetic Relationship of Hungarian CVA and LChV-1 Isolates

During RT-PCR validation, cDNAs were not only synthesized from RNA pools, but from RNAs extracted from individuals as well. Using these individual specific cDNAs, the PCR experiment was repeated by using a proofreading DNA polymerase. Amplified products were cloned and sequenced by traditional Sanger sequencing. Sequences were deposited into GenBank (Accession numbers: MH321189-91) and used for phylogenetic comparison (Table 2). 

According to the phylogenetic analysis of the MP coding region of the CVA isolate from Pannónia kajszi, this isolate belongs to Group V, together with isolates from non-cherry hosts and more importantly together with other CVA isolates originating from the *P. armeniaca* host (Figure 3). Pairwise comparison of CVA sequences from this host showed high similarity (98–99% nt identity), except for one Canadian isolate (16C256_N6), which has a higher diversity (92% identity for this part of the movement protein coding region), supporting the observation of Gao which questioned the origin of the mode of exchange between and the adaptation of CVA to various hosts (Table S6) [30].

Phylogenetic analysis of Hungarian LChV-1 isolate (both according to HSP70h and CP sequences) shows that it is very closely related to the Italian isolate ITMAR, which has been found to be the main causative agent of Kwanzan stunt disease, clustering to Group III (Figure 4) [35]. As a result of a comparison of sequences derived from different countries and hosts, the LChV-1 partial CP coding region from the Hungarian apricot showed the highest similarity to the isolate EU716000 from Italy from *P. salicina* and HG792407 from Greece from *P. avium*. Comparative analysis of the HSP70h coding part of the genome showed that the German (NC_001836) and the Italian (EU715989) ITMAR isolates showed the highest similarity to the Hungarian HSP70h sequence (Table S7), supporting their close relation in Group III, as demonstrated by the phylogenetic analysis comparison of their CP coding sequences. Unfortunately, the Czech LChV-1 isolate from apricot has no available sequence data for HSP70h or the CP region, hindering the identification of its relationship to the Hungarian isolate.

## 5. Conclusions

New high-throughput sequencing-based methods can provide valuable information about the presence of different viral pathogens. Due to their speed and reliability, they proved to be a suitable alternative to labor- and time-intensive biological indexing [52,53]. In addition to dsRNA seq, here we show that other NGS-based techniques, such as sRNA NGS, can also be reliably used for virus diagnostics in woody plants, such as fruit trees. Results gained by sRNA NGS could be validated by other molecular biology methods such as RT-PCR and Northern blot. Although sensitivity of NGS can sometimes lead to false positive results [54], our results imply that virus elimination during the production of the propagation material is essential and needs to be monitored by the most sensitive virus diagnostic methods in order to minimize the possibility of viruses passing through this control. sRNA NGS is one alternative which can be used during the production of virus-free propagation material to avoid unknown and unwanted infections. However, before becoming a diagnostic tool, adopted in the certification protocols, apart from the reduction of the sequencing cost, standardization and improvement of the bioinformatics pipeline is highly needed as well [55]. 

sRNA NGS technology helped us to describe the unknown and rare presence of LChV-1, in apricot. The virus diagnostics of the *in vitro* cultured plant, trees under the isolator net and in an open field in the stock nurseries suggested that while infection with LChV-1 happened in an open field from the surroundings, CVA infection originated from the propagation material. However, to test this hypothesis, the presence of LChV-1 in the surrounding cherry and sour cherry plantations together with the presence of mealybugs or other possible vectors should be tested.

In this work, CVA and LChV-1 were first described in Hungary. To get a more detailed picture of their prevalence and distribution in different cultivated *Prunus* species and species present in the natural vegetation, further investigation is necessary.

## Figures and Tables

**Figure 1:**
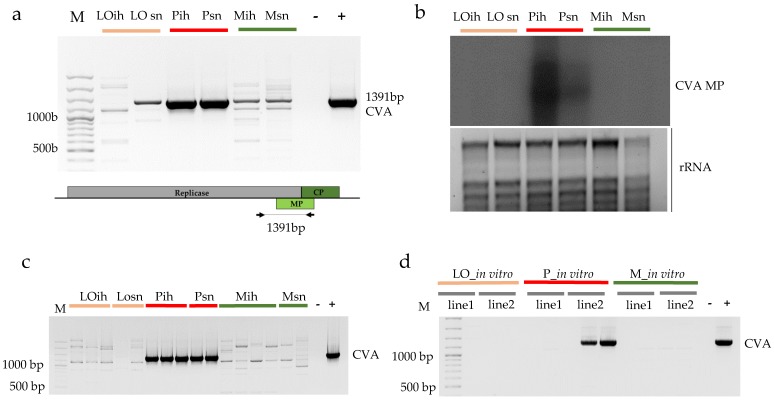
Validation of the presence of CVA in the samples. (**a**) RT-PCR (**b**) Northern blot of the pooled RNAs representing the sequenced libraries: LO-Ligeti óriás, P-Pannónia kajszi, M-Magyar kajszi, ih-isolator house, sn-stock nursery. (**a**) The lower panel represents the genome of the virus indicating the PCR amplified part; (**b**) The upper panel shows film exposed to the membrane hybridized with a CVA-specific radioactively labelled probe; the lower panel is a photo of the EtBr-stained 1.5% agarose gel from which the blot was prepared; rRNAs served as a loading control; (**c**) CVA-specific RT-PCR of the sampled individuals from which the sRNA libraries were produced; (**d**) CVA-specific RT-PCR of two batches of two different lines of the *in vitro* plantlets served as a progenitor of the production of the mother trees under the isolator M- 100 bp Plus GeneRuler, (−) negative, (+) positive control.

**Figure 2:**
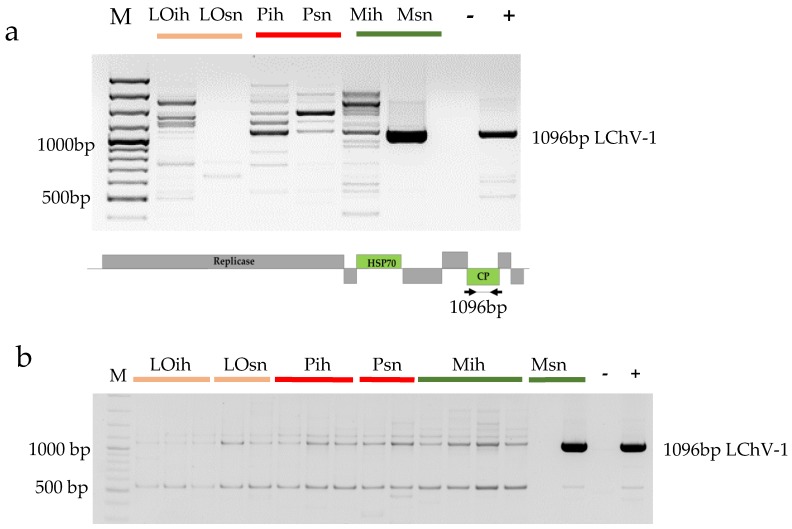
RT-PCR validation of the presence of LChV-1 in the (**a**) pooled individual RNAs representing the sequenced libraries and (**b**) RNAs from individual trees: LO-Ligeti óriás, P-Pannónia kajszi, M-Magyar kajszi, ih-isolator house, sn-stock nursery. (**a**) The lower panel represents the genome of the virus indicating the PCR-amplified part, M- 100 bp Plus Gene Ruler, (−) negative, (+) positive control.

**Figure 3:**
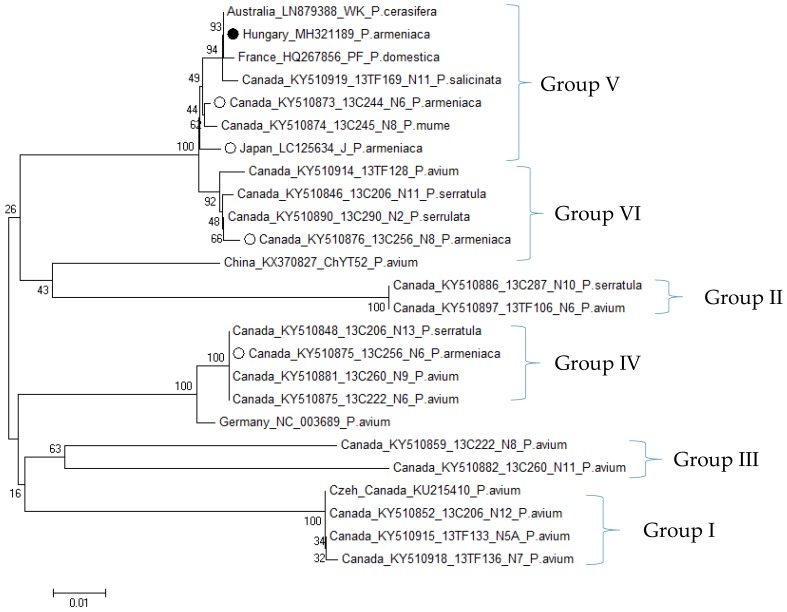
Phylogenetic analysis of movement protein coding sequences of CVA. ●-Sequences from Hungarian apricot, Ο-Sequences from *P. armeniaca* origin. Bootstrap values are indicated as percentages.

**Figure 4:**
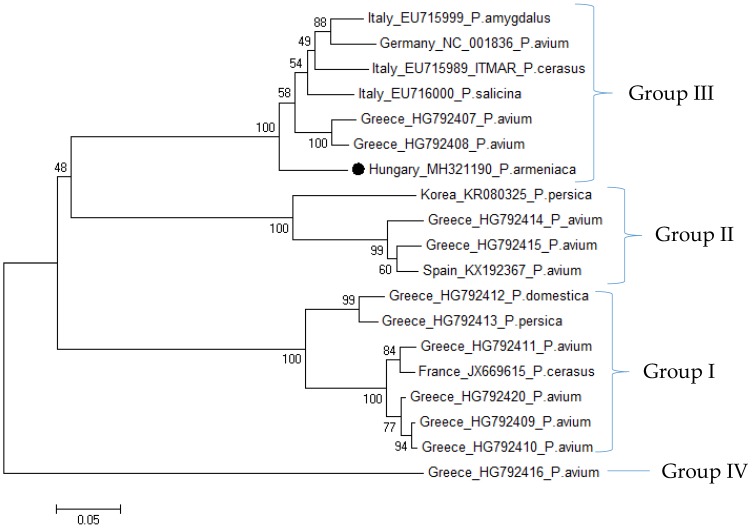
Phylogenetic analysis of the CP coding region of LChV-1 sequences. ●-Sequence from Hungarian apricot. Bootstrap values are indicated as percentages.

**Table 1:** Summary of the small RNA NGS virus diagnostics and its RT-PCR validation.

Variety	Type of Analysis	Origin of Samples		
		*In Vitro*	Isolator House	Stock Nursery
Ligeti óriás	NGS virus hit	-	0	PPV
	PCR *	0	0	1/2 PPV
Pannónia	NGS virus hit	-	CVA	CVA
	PCR *	2/4 CVA	3/3 CVA	2/2 CVA
Magyar kajszi	NGS virus hit	-	0	PPV, LChV-1
	PCR *	0	0	1/2 PPV, 1/2 LChV-1

0—no hit; * number of positive/tested individuals.

**Table 2:** Sequences of the amplified part of viruses uploaded into GenBank with their identifier.

Virus	Variety	Genebank Identifier	Genome Used as a Reference	Position on the Reference Genome	Function of the Amplified Part of the Genome	Identity on Nucleotide Level (%)	Identity on Amino Acid Level (%)
CVA	Pannónia kajszi/Pannonian apricot	MH321189	NC_003689.1	5401–6791	replicase (partial)	1275/1392(92%)	392/463(85%)
				5400–6791	movement protein		421/463(91%)
LChV-1	Magyar kajszi/Hungarian apricot	MH321190	NC_001836.1	12,165–13,261	coat protein	1011/1097(92%)	338/365(93%)
LChV-1	Magyar kajszi/Hungarian apricot	MH321191	NC_001836.1	9493–10,288	HSP70h	753/796(95%)	251/265(95%)

## Supplementary Materials

The following are available online at http://www.mdpi.com/1999-4915/10/6/318/s1. Figure S1: Schematic representation of the (a) CVA and (b) LChV-1 specific sRNA reads, Figure S2: RT-PCR validation of the presence of PPV in the sampled individual trees using primers amplifying 242 bp of the coat protein; Table S1: Sequence of the used of PCR primers for virus detection with their appropriate references, Table S2: Basic information of the sampled varieties with the number of the small RNA library, Table S3: Initial statistics of the sequenced reads of different libraries, Table S4: Initial statistics of the velvet built contigs, Table S5: Summary of bioinformatics analysis, Table S6: Percent identity matrix from pairwise comparison of the sequences available at GenBank coding MP of the CVA, originating from *P. armeniaca* host, Table S7: Percent identity matrix from pairwise comparison of the sequences available at GenBank coding HSP70 of the LChV-1.

## References

[1] Varveri C., Maliogka V.I., Kapari-Isaia T., Loebenstein G., Katis N.I. (2015). Chapter One—Principles for Supplying Virus-Tested Material. Advances in Virus Research.

[2] Barba M., Ilardi V., Pasquini G., Loebenstein G., Katis N.I. (2015). Chapter Three—Control of Pome and Stone Fruit Virus Diseases. Advances in Virus Research.

[3] Barba M., Czosnek H., Hadidi A. (2014). Historical Perspective, Development and Applications of Next-Generation Sequencing in Plant Virology. Viruses.

[4] Boonham N., Kreuze J., Winter S., van der Vlugt R., Bergervoet J., Tomlinson J., Mumford R. (2014). Methods in virus diagnostics: From ELISA to next generation sequencing. Virus Res..

[5] Hadidi A., Flores R., Candresse T., Barba M. (2016). Next-Generation Sequencing and Genome Editing in Plant Virology. Front. Microbiol..

[6] Jones S., Baizan-Edge A., MacFarlane S., Torrance L. (2017). Viral Diagnostics in Plants Using Next Generation Sequencing: Computational Analysis in Practice. Front. Plant Sci..

[7] Roossinck M.J. (2017). Deep sequencing for discovery and evolutionary analysis of plant viruses. Virus Res..

[8] Roossinck M.J., Martin D.P., Roumagnac P. (2015). Plant Virus Metagenomics: Advances in Virus Discovery. Phytopathology.

[9] Elbeaino T., Giampetruzzi A., De Stradis A., Digiaro M. (2014). Deep-sequencing analysis of an apricot tree with vein clearing symptoms reveals the presence of a novel betaflexivirus. Virus Res..

[10] Marais A., Faure C., Candresse T. (2016). New Insights into Asian Prunus Viruses in the Light of NGS-Based Full Genome Sequencing. PLoS ONE.

[11] Marais A., Faure C., Mustafayev E., Barone M., Alioto D., Candresse T. (2014). Characterization by Deep Sequencing of Prunus virus T, a Novel Tepovirus Infecting Prunus Species. Phytopathology.

[12] Villamor D.E.V., Pillai S.S., Eastwell K.C. (2017). High throughput sequencing reveals a novel fabavirus infecting sweet cherry. Arch. Virol..

[13] He Y., Cai L., Zhou L., Yang Z., Hong N., Wang G., Li S., Xu W. (2017). Deep sequencing reveals the first fabavirus infecting peach. Sci. Rep..

[14] Marais A., Faure C., Mustafayev E., Candresse T. (2015). Characterization of New Isolates of Apricot vein clearing-associated virus and of a New Prunus-Infecting Virus: Evidence for Recombination as a Driving Force in Betaflexiviridae Evolution. PLoS ONE.

[15] Koloniuk I., Sarkisova T., Petrzik K., Lenz O., Přibylová J., Fránová J., Špak J., Lotos L., Beta C., Katsiani A. (2018). Variability Studies of Two Prunus-Infecting Fabaviruses with the Aid of High-Throughput Sequencing. Viruses.

[16] Šafářová D., Faure C., Marais A., Suchá J., Paprštein F., Navrátil M., Candresse T. (2017). First Report of Prunus virus F Infecting Sour Cherry in the Czech Republic. Plant Dis..

[17] Šafářová D., Faure C., Candresse T., Navrátil M., Nečas T., Marais A. (2016). First Report of Little cherry virus 1 Infecting Apricot in the Czech Republic. Plant Dis..

[18] James D., Phelan J., Jesperson G. (2018). First Report of Prunus virus F infecting sweet cherry (*Prunus avium* cv. ‘StaccatoTM’) in Canada. Plant Dis..

[19] Donaire L., Wang Y., Gonzalez-Ibeas D., Mayer K.F., Aranda M.A., Llave C. (2009). Deep-sequencing of plant viral small RNAs reveals effective and widespread targeting of viral genomes. Virology.

[20] Parent J.-S., Martinez de Alba A.E., Vaucheret H. (2012). The origin and effect of small RNA signaling in plants. Front. Plant Sci..

[21] Kreuze J.F., Perez A., Untiveros M., Quispe D., Fuentes S., Barker I., Simon R. (2009). Complete viral genome sequence and discovery of novel viruses by deep sequencing of small RNAs: A generic method for diagnosis, discovery and sequencing of viruses. Virology.

[22] Pecman A., Kutnjak D., Gutierrez-Aguirre I., Adams I., Fox A., Boonham N., Ravnikar M. (2017). Next Generation Sequencing for Detection and Discovery of Plant Viruses and Viroids: Comparison of Two Approaches. Front. Microbiol..

[23] Santala J., Valkonen J.P.T. (2018). Sensitivity of Small RNA-Based Detection of Plant Viruses. Front. Microbiol..

[24] Navarro B., Pantaleo V., Gisel A., Moxon S., Dalmay T., Bisztray G., Di Serio F., Burgyan J. (2009). Deep sequencing of viroid-derived small RNAs from grapevine provides new insights on the role of RNA silencing in plant-viroid interaction. PLoS ONE.

[25] Pantaleo V., Saldarelli P., Miozzi L., Giampetruzzi A., Gisel A., Moxon S., Dalmay T., Bisztray G., Burgyan J. (2010). Deep sequencing analysis of viral short RNAs from an infected Pinot Noir grapevine. Virology.

[26] Giampetruzzi A., Roumi V., Roberto R., Malossini U., Yoshikawa N., La Notte P., Terlizzi F., Credi R., Saldarelli P. (2012). A new grapevine virus discovered by deep sequencing of virus- and viroid-derived small RNAs in Cv Pinot gris. Virus Res..

[27] Wu Q., Wang Y., Cao M., Pantaleo V., Burgyan J., Li W.X., Ding S.W. (2012). Homology-independent discovery of replicating pathogenic circular RNAs by deep sequencing and a new computational algorithm. Proc. Natl. Acad. Sci. USA.

[28] Czotter N., Molnar J., Szabó E., Demian E., Kontra L., Baksa I., Szittya G., Kocsis L., Deak T., Bisztray G. (2018). NGS of Virus-Derived Small RNAs as a Diagnostic Method Used to Determine Viromes of Hungarian Vineyards. Front. Microbiol..

[29] Jelkmann W. (1995). Cherry virus A: CDNA cloning of dsRNA, nucleotide sequence analysis and serology reveal a new plant capillovirus in sweet cherry. J. Gen. Virol..

[30] Gao R., Xu Y., Candresse T., He Z., Li S., Ma Y., Lu M. (2017). Further insight into genetic variation and haplotype diversity of Cherry virus A from China. PLoS ONE.

[31] Marais A., Svanella D.L., Barone M., Gentit P., Faure C., Charlot G., Ragozzino A., Candresse T. (2012). Development of a polyvalent RT-PCR detection assay covering the genetic diversity of *Cherry capillovirus* A. Plant Pathol..

[32] Kesanakurti P., Belton M., Saeed H., Rast H., Boyes I., Rott M. (2017). Comparative analysis of cherry virus A genome sequences assembled from deep sequencing data. Arch. Virol..

[33] Marais A., Faure C., Svanella-Dumas L., Candresse T. (2008). First Report of Cherry virus A in *Prunus mume* in China. Plant Dis..

[34] Keim-Konrad R., Jelkmann W. (1996). Genome analysis of the 3′-terminal part of the little cherry disease associated dsRNA reveals a monopartite clostero-like virus. Arch. Virol..

[35] Matic S., Minafra A., Sánchez-Navarro J.A., Pallás V., Myrta A., Martelli G.P. (2009). ‘Kwanzan Stunting’ syndrome: Detection and molecular characterization of an Italian isolate of Little cherry virus 1. Virus Res..

[36] Candresse T., Marais A., Faure C., Gentit P. (2013). Association of Little cherry virus 1 (LChV1) with the Shirofugen Stunt Disease and Characterization of the Genome of a Divergent LChV1 Isolate. Phytopathology.

[37] Glasa M. (2015). First report of little cherry virus-1 in Slovakia. J. Plant Pathol..

[38] Sabanadzovic S., Aboughanem N., Rowhani A., Grant J.A., Uyemoto J. (2005). Detection of Cherry virus A, Cherry necrotic rusty mottle virus and Little cherry virus 1 in California orchards. J. Plant Pathol..

[39] Komorowska B., Cieślińska M. (2004). First Report of Cherry virus A and Little cherry virus-1 in Poland. Plant Dis..

[40] Bajet N.B., Unruh T.R., Druffel K.L., Eastwell K.C. (2008). Occurrence of Two Little Cherry Viruses in Sweet Cherry in Washington State. Plant Dis..

[41] Katsiani A.T., Maliogka V.I., Amoutzias G.D., Efthimiou K.E., Katis N.I. (2015). Insights into the genetic diversity and evolution of Little cherry virus 1. Plant Pathol..

[42] Czotter N., Molnár J., Pesti R., Demián E., Baráth D., Varga T., Várallyay É., Pantaleo V., Chiumenti M. (2018). Use of siRNAs for Diagnosis of Viruses Associated to Woody Plants in Nurseries and Stock Collections. Viral Metagenomics: Methods and Protocols.

[43] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics.

[44] Li H., Durbin R. (2009). Fast and accurate short read alignment with Burrows–Wheeler transform. Bioinformatics.

[45] Li H. (2011). A statistical framework for SNP calling, mutation discovery, association mapping and population genetical parameter estimation from sequencing data. Bioinformatics.

[46] Zerbino D.R., Birney E. (2008). Velvet: Algorithms for de novo short read assembly using de Bruijn graphs. Genome Res..

[47] Morgulis A., Coulouris G., Raytselis Y., Madden T.L., Agarwala R., Schaffer A.A. (2008). Database indexing for production MegaBLAST searches. Bioinformatics.

[48] Wetzel T., Candresse T., Ravelonandro M., Dunez J. (1991). A polymerase chain reaction assay adapted to plum pox potyvirus detection. J. Virol. Methods.

[49] Tamura K., Stecher G., Peterson D., Filipski A., Kumar S. (2013). MEGA6: Molecular Evolutionary Genetics Analysis Version 6.0. Mol. Biol. Evol..

[50] Wilks J.M., Welsh M.F. (1961). Host range studies of the little cherry disease virus. Can. J. Plant Sci..

[51] Jelkmann W., Fechtner B., Agranovsky A.A. (1997). Complete genome structure and phylogenetic analysis of little cherry virus, a mealybug-transmissible closterovirus. J. Gen. Virol..

[52] Rott M., Xiang Y., Boyes I., Belton M., Saeed H., Kesanakurti P., Hayes S., Lawrence T., Birch C., Bhagwat B. (2017). Application of Next Generation Sequencing for Diagnostic Testing of Tree Fruit Viruses and Viroids. Plant Dis..

[53] Al Rwahnih M., Daubert S., Golino D., Islas C., Rowhani A. (2015). Comparison of Next-Generation Sequencing Versus Biological Indexing for the Optimal Detection of Viral Pathogens in Grapevine. Phytopathology.

[54] Massart S., Candresse T., Gil J., Lacomme C., Predajna L., Ravnikar M., Reynard J.-S., Rumbou A., Saldarelli P., Škorić D. (2017). A Framework for the Evaluation of Biosecurity, Commercial, Regulatory, and Scientific Impacts of Plant Viruses and Viroids Identified by NGS Technologies. Front. Microbiol..

[55] Massart S., Olmos A., Jijakli H., Candresse T. (2014). Current impact and future directions of high throughput sequencing in plant virus diagnostics. Virus Res..

# Supplementary material for: Small RNA NGS Revealed the Presence of Cherry Virus A and Little Cherry Virus 1 on Apricots in Hungary
**Source:** Viruses. 2018 Jun 11;10(6):318. doi: 10.3390/v10060318
**Supplement:** Supplementary file 1

Supplementary Figures to

Small RNA NGS revealed the presence of Cherry virus A and Little cherry virus 1 on apricot in Hungary

Dániel Baráth, Nikoletta Jaksa-Czotter, János Molnár, Tünde Varga, Júlia Balássy, Luca Krisztina Szabó, Zoltán Kirilla, Gábor E. Tusnády, Éva Preininger, Éva Várallyay*

*
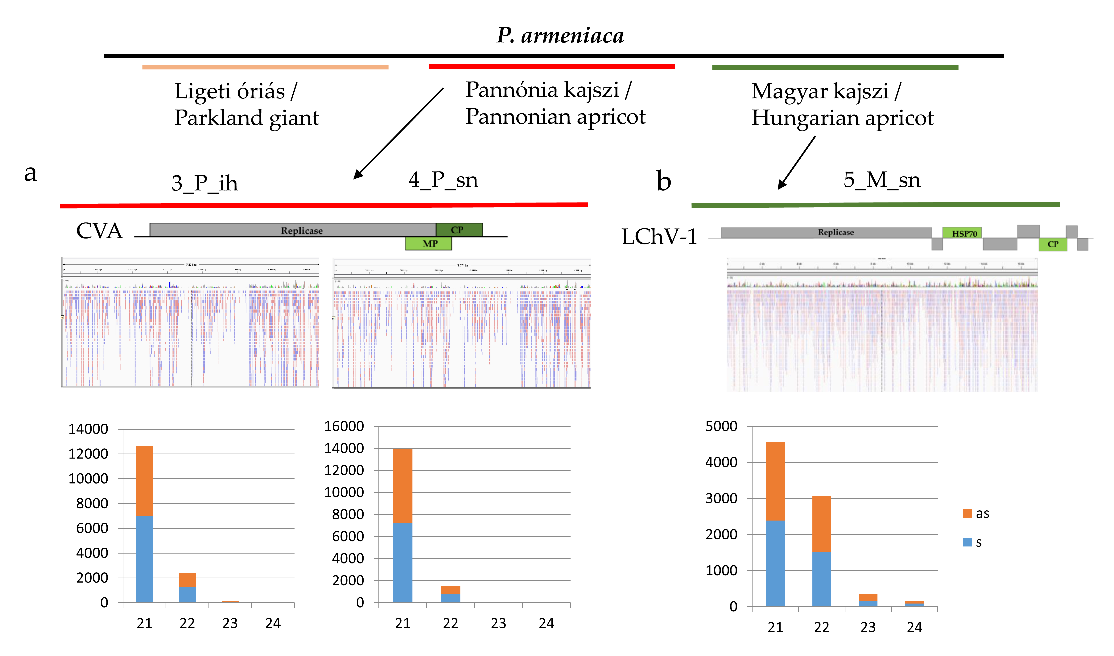
*

**Figure *S*1.** Schematic representation of the (a) CVA and (b) LChV-1 specific sRNA reads. 

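The upper panels place each aligned read at its position along the reference genome of CVA or LChV-1, and the lower panels count the reads by length. A counterpart on the contigs grown from the primers counts 483 reads of 21 nt and 127 of 22 nt for CVA in 3_P_ih. For CVA in 4_P_sn it counts 531 and 100 reads, and for LChV-1 in 5_M_sn 68 and 64 reads. The sense and antisense reads numbered 153 and 518 for CVA in 3_P_ih, 219 and 518 in 4_P_sn, and 82 and 76 for LChV-1 in 5_M_sn.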

Upper panels show the location of the sRNAs on the viral genome, lower panel shows the size distribution of the viral specific sRNA reads. Red –antisense, blue – sense orientation.

**
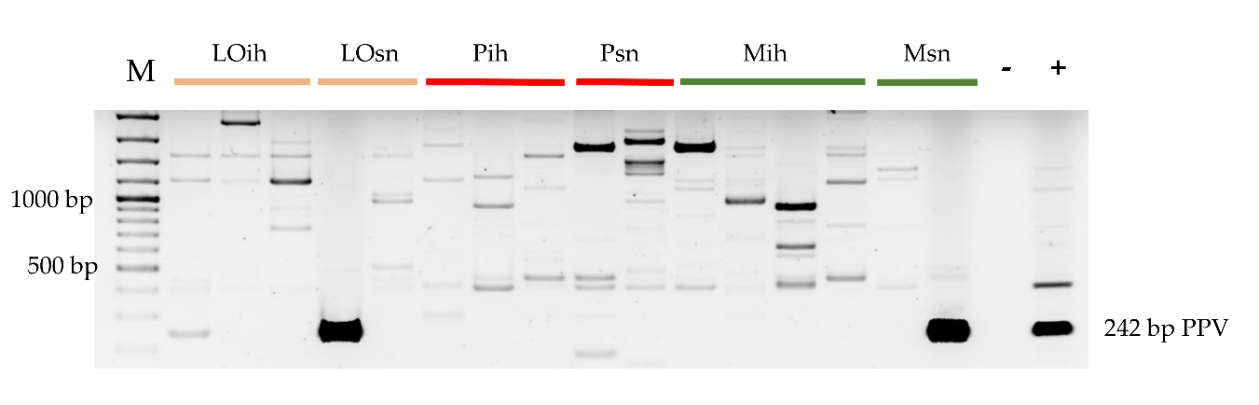
**

**Figure S2.** RT-PCR validation of the presence of PPV in the sampled individual trees using primers amplifying 242bp of the coat protein. LO-Ligeti óriás, P-Pannónia, M-Magyar, ih-isolator house, sn-stock nursery. M- 100bp+GeneRuler, (-) negative, (+) positive control.

How the deposited data were processed for this re-analysis (not part of the article)

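Small RNA libraries of 5 pools of apricot leaf RNA were analysed. They came from Ligeti óriás and Pannónia kajszi trees of the isolator house and the stock nursery and from Magyar kajszi trees of the stock nursery. Each pool held 2 or 3 trees and was sequenced once, so no condition was replicated and no test across conditions was made.

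The authors removed the adapters with Trimmomatic, checked the quality with FastQC and deposited for each library a list of distinct sequences with the read count of each, without normalization and without alignment. The counts are whole reads. The lists were used as deposited. Their totals were 9820475 reads for 1_LO_ih, 11047585 for 2_LO_sn, 11416743 for 3_P_ih, 10394694 for 4_P_sn and 8016977 for 5_M_sn. The lists of 1_LO_ih, 3_P_ih and 5_M_sn hold 1048576 sequences each, fewer than Table S3 gives, and every value of these libraries rests on part of the library. A sequence that is absent from these lists can therefore still be present in the library.

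No viral or apricot genome was used here. Contigs were grown from the 8 PCR primers of Table S1, with degenerate bases written out. At each step the base carried by most distinct sequences that overlapped the end by at least 15 nt was added (ties by reads), until no sequence overlapped or the bases tied. The longest contig of each primer over the 5 libraries was kept and turned to the sense strand. All sequences of all libraries were aligned to these contigs with bwa 0.7.19 (aln, default options, 1 thread), the aligner the paper names. Values are RPM reads of the list, with Wilson 95% intervals, and 3 reads of the total as the floor. The named sequences were fixed before the data were examined. They are the sequence with the most reads in each primer region and library, and the 2 sequences with the most reads in each library. For CVA outside 3_P_ih and 4_P_sn, and for LChV-1 and PPV outside 5_M_sn, the first sequences of the regions had at most 5 reads and 2 differences from the contig each, and are not printed.

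Size shares were taken of the aligned reads. The sense share was tested against 50% with the exact binomial test on reads and on distinct sequences. Pairs of libraries were compared with Fisher's exact test on reads. These tests compare libraries and take reads as independent, which PCR copies are not.

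After the data had been seen, contigs were also built without primers, from 15-nt words (17 and 13 nt as alternatives) that occurred in at least 2 sequences of 20 to 24 nt, and kept from 40 nt. They were sorted by the libraries with exactly matching sequences (more than 10% of those of the library of origin, or any as an alternative). The comparison of each CVA contig alone was also chosen then. Nothing names the origin of these contigs except overlap with a contig grown from a primer.

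The steps were tested on simulated data. Small RNAs of a made-up virus of 400 nt, 900 reads in all, were added to 1_LO_ih. Of these 100% were recovered as exact matches, and the contig grown from a made-up primer had all 400 nt. The reads were aligned to the sequence they were cut from, so their recovery could not fail. The made-up virus had no variants and its primer matched it exactly, so the contig length is no guide to the real contigs. With default options 234 reads of the library also aligned to the made-up virus, and 0 of them exactly.

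The alternatives set before the data were examined were exact matches, at most 1 mismatch without a gap, sequences of 20 to 24 nt, distinct sequences in place of reads, scaling to the trimmed reads of Table S3, overlaps of 17 and 13 nt, sequences with at least 2 reads, pooled libraries, lengths of 18 to 26 nt, and the libraries without their 10 most abundant sequences. Calculations used Python 3.11.15, SciPy 1.17.1 and NumPy 2.4.6. RT-PCR, Northern blot, Sanger sequences and in vitro cultures were not analysed here.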

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

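The tests of short fragments, of size classes and of chance alignments were chosen after their results had been seen. The tests of the length limit and of a sequence difference between libraries were chosen before.

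The most abundant sequence of 2_LO_sn was GTCGGGATAGCTCAGC, with 15.9% of the reads (Wilson 95% interval 15.8 to 15.9), and the paper does not report on such sequences. It made up 9.97% of 4_P_sn, and 50426 reads in 3_P_ih. It was listed with 0 reads in 1_LO_ih and 5_M_sn, whose lists are incomplete, and longer reads that start with it were present there. In 2_LO_sn 130.9 reads of 16 nt were counted per read of 17 nt with the same start, so the peak sits at the shortest length in the lists, and shorter products would not be seen. Distinct sequences of 16 to 19 nt made up 25.3% in 2_LO_sn against 14.0% in 1_LO_ih, and 35.0% in 4_P_sn against 15.2% in 3_P_ih. The excess may therefore be part of a larger share of short fragments of all kinds, together with the lower length limit of the reads. It does not follow the place alone, because 5_M_sn, also from the stock nursery, had the lowest share (6.06%). Library preparation and place cannot be told apart with 1 pool each, and no biological explanation was tested.

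Of the contigs of 2_LO_sn built without primers, 8 were held by no other library, and the paper does not discuss them. One explanation is a PPV sequence that differs from that of 5_M_sn. Then sequences of 5_M_sn would align to these contigs with 1 or 2 mismatches more often than those of 1_LO_ih. Only 3 did, against 27 of 1_LO_ih, which goes against it. The other is that they are short fragments of longer RNAs. On these contigs 36.9% of the sequences of 2_LO_sn were 16 to 19 nt long, against 6.59% on the contigs shared with 5_M_sn (Fisher's exact test on sequences, p = 3.38e-19, two-sided). Among all distinct sequences of 2_LO_sn the share was 25.3%, so the excess over the library as a whole is smaller, and it was not tested. The lengths are consistent with fragments, but the strands do not single them out. In 2_LO_sn, 7 of the 8 contigs had sequences on both strands, as had 36 of the 49 shared contigs, and fragments of single-stranded RNA would lie on 1 strand. Fragments thus remain a candidate by length only. Their origin was not identified, and reads from another organism could not be tested without a genome. No biological explanation was tested.

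Between the isolator house and the stock nursery, the 22-nt share of distinct sequences rose by 0.413 percentage points in Ligeti óriás and fell by 1.78 in Pannónia kajszi, a difference of 2.19 points. The difference between the varieties was not tested, since each group is 1 library. Per distinct sequence of 21 nt, the number of 22-nt sequences went from 0.688 to 0.579 in Ligeti óriás and from 0.541 to 0.320 in Pannónia kajszi, down in both. The opposite direction may thus come from the other size classes, whose shares enter the total, and not from the 22-nt sequences.

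LChV-1 RPM fell by 0.520 from 1_LO_ih to 2_LO_sn and rose by 0.445 from 3_P_ih to 4_P_sn, a difference of 0.966 that was not tested. Neither change alone exceeded counting error (Fisher's exact test on reads, p = 0.310 and p = 0.346, two-sided). A candidate explanation is chance alignments of short sequences. In these 4 libraries the number of LChV-1 reads without a mismatch was 0, so nothing remains of the difference among exact matches. Whether a level of LChV-1 below the floor of 3 reads was present cannot be judged.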

How the results depend on the processing

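The results are the RPM, lengths, covered shares, size shares and sense shares printed beside the paper's text, and the contig numbers. Each library is 1 pool, so a value counts as moved here when it left its own Wilson 95% interval, a length when it changed, and a contig number when it changed by more than 1.5 times. No paired analysis was possible because each condition is 1 pooled library. The causes of the changes were not tested unless a value is given.

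For RPM of a virus, 36 of 78 values kept within their interval or their side of the threshold. CVA in 3_P_ih and 4_P_sn, LChV-1 in 5_M_sn and PPV in 5_M_sn stayed above the highest of the other libraries under the alternatives set for this measure, except LChV-1 with an overlap of at least 13 nt and PPV with at least 2 reads, which had no contig. Pooled libraries were an alternative for contig lengths only. On the pooled contigs LChV-1 had 38258 RPM in 5_M_sn and 52540 in 1_LO_ih, so LChV-1 was not measured there either. With exact matches only, CVA had 26.9 RPM in 3_P_ih and 50.6 in 4_P_sn (highest of the other libraries 0.181), LChV-1 15.2 in 5_M_sn (others 0), and PPV 5.11 in 5_M_sn and 0.181 in 2_LO_sn (0 in the 3 other libraries). The CVA contigs were grown from 4_P_sn, so exact matching leaves out more reads of 3_P_ih. With at most 1 mismatch and no gap, CVA had 54.4 in 3_P_ih, and the highest of the other libraries were 0.181 for CVA and 0.0905 for LChV-1. PPV then had 0.272 RPM in 2_LO_sn, from 3 reads, which equals its floor, and 0 in 1_LO_ih, 3_P_ih and 4_P_sn. With sequences of 20 to 24 nt only, the highest of the other libraries were 0.181 for CVA and 0.181 for LChV-1. The PPV values of 2_LO_sn, 1_LO_ih, 3_P_ih and 4_P_sn were the same as with at most 1 mismatch. Counted as distinct sequences scaled to 1000000 distinct sequences, CVA had 181.2 in 3_P_ih and 488.4 in 4_P_sn (others at most 13.1), LChV-1 78.2 in 5_M_sn (18.4), and PPV 23.8 in 5_M_sn and 6.54 in 2_LO_sn (3.69). Scaled to the trimmed reads of Table S3, CVA had 53.8 in 3_P_ih, LChV-1 12.7 and PPV 4.10 in 5_M_sn. This scaling divides the reads of an incomplete list by the reads of the whole library, so it lowers these values by the missing share whatever the level of the virus, and it is no estimate of that level. With an overlap of at least 17 nt, CVA had 35.8 in 3_P_ih and 35.2 in 4_P_sn and LChV-1 10.7 in 5_M_sn (others 0.724). The difference of CVA reads between 4_P_sn and 3_P_ih, 12.1 RPM (Fisher's exact test, p = 0.00047), then reversed to -0.614 (p = 0.829). It was also reversed on the contig of the forward primer alone (-2.33 RPM, Fisher's exact test, p = 0.358) and was 14.5 RPM on that of the reverse primer alone (p = 1.28e-09), a comparison chosen after the data had been seen. With sequences of at least 2 reads, CVA had 7.18 in 3_P_ih and 9.24 in 4_P_sn (others 0.181), LChV-1 1.62 in 5_M_sn (others 0), and the difference of CVA reads was 2.05 (Fisher's exact test, p = 0.0989). The contigs were regrown from these sequences, with 103 nt for CVA and 51 nt for LChV-1. These values are thus not the effect of the read filter alone. No PPV contig could be grown then, so PPV has no value under that setting. With an overlap of at least 13 nt, CVA had 251.4 in 3_P_ih and 332.2 in 4_P_sn (others 11.9). The difference of CVA reads was then 80.8 (Fisher's exact test, p = 1.96e-28). LChV-1 had 82503 in 5_M_sn and up to 114479 in the other libraries, so LChV-1 was not measured under this setting.

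The contigs of the CVA primers had 95 nt (forward) and 102 nt (reverse). They had 178 and 269 nt with an overlap of at least 13 nt, 68 and 35 nt with sequences of at least 2 reads, and 96 and 103 nt with all libraries pooled. The reverse one had 36 nt with an overlap of at least 17 nt. The LChV-1 contigs had 52 nt (HSP70h forward), 47 nt (HSP70h reverse) and 47 nt (coat protein reverse). With at least 13 nt they had 60, 56 and 53 nt. With at least 17 nt the first had 34 nt and the second was not grown (0 nt). With at least 2 reads they had 25, 0 and 26 nt. In the pooled libraries the coat protein contig had 49 nt. The PPV contig of 45 nt was the same except with at least 2 reads (0 nt).

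The covered share of CVA in 3_P_ih was 87.8% with exact matches, and that of PPV in 2_LO_sn 62.2% with at least 2 reads, and 8 other values stayed within their interval. Among size shares, distinct sequences moved the 21-nt share of CVA to 53.7% in 3_P_ih and 49.4% in 4_P_sn. They moved the 22-nt share of CVA to 24.2% and 18.9% and that of LChV-1 to 32.9%. Exact matches moved the 21-nt share of PPV in 5_M_sn to 80.5%. The sense share of LChV-1 was on the other side of 50% with distinct sequences (48.8%, exact binomial test, p = 0.912). The sense share of PPV in 5_M_sn lost its significance with distinct sequences (60.0%, exact binomial test, p = 0.424) and with exact matches (65.9%, p = 0.0596). The antisense excess of CVA in 3_P_ih and 4_P_sn, taken over both contigs together, kept a p below 0.05 with distinct sequences and with exact matches. It did not in 3_P_ih when exact matches were counted as distinct sequences (43.4% sense, exact binomial test, p = 0.272).

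The shares of all small RNAs moved under each alternative. In the order 1_LO_ih, 2_LO_sn, 3_P_ih, 4_P_sn and 5_M_sn, the 21-nt share was 16.0, 19.7, 20.4, 29.0 and 14.6% of distinct sequences. It was 38.6, 26.6, 40.0, 49.5 and 21.8% of the reads of 18 to 26 nt, and 20.7, 14.0, 29.8, 28.1 and 22.5% without the 10 sequences with the most reads. The 24-nt share was 31.8, 21.3, 30.9, 6.61 and 42.4% of distinct sequences, 11.7, 5.43, 7.69, 1.04 and 14.7% of 18 to 26 nt, and 17.1, 4.04, 12.4, 1.08 and 23.9% without the first 10. In all of them the 24-nt share was lowest in 4_P_sn and highest in 5_M_sn.

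The contigs built without primers, and their alternatives, were chosen after the data had been seen. With 17-nt words, 20 contigs of 4_P_sn (45 with 15-nt words) were held by the Pannónia kajszi libraries only, 35 contigs of 5_M_sn (67) by 5_M_sn alone and 24 (45) by 2_LO_sn and 5_M_sn. Of the contigs of 2_LO_sn, 0 (4) were held by 2_LO_sn and 5_M_sn and 2 (8) by 2_LO_sn alone, and the 22-nt share on the latter was 11.8% in place of 16.0%. With 13-nt words the numbers were 5 for 3_P_ih (41), 18 for 4_P_sn, 1 (5_M_sn alone) and 4 (shared with 2_LO_sn) for 5_M_sn, and 1 (shared with 5_M_sn) and 5 (2_LO_sn alone) for 2_LO_sn. The 22-nt share on contigs of 5_M_sn alone was then 35.7% (29.7%), from 1 contig. When any matching sequence was enough, 5 contigs of 2_LO_sn were held by 2_LO_sn alone. The 22-nt shares of 16 other comparisons stayed within their interval.

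The PPV values rest on 1 contig of 45 nt. In 2_LO_sn the 2 exact PPV reads are fewer than the floor of 3 reads. With at most 1 mismatch, or with 20 to 24 nt only, 2_LO_sn had 3 reads, equal to the floor. The libraries 1_LO_ih, 3_P_ih and 4_P_sn then had 0. The list of 5_M_sn holds 64.5% of its trimmed reads. Whether depth or the length of the contig limits the PPV values more was not tested.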

Differences from the paper's values

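For 5_M_sn the paper reports 12433276 trimmed reads, and the deposited list held 8016977. The paper reports 1691987 non-redundant reads for this library, and the list held 1048576 distinct sequences. No alternative set before the data were examined changes these totals.

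The paper names Ligeti óriás and Pannónia kajszi as the stock nursery libraries infected with PPV in one sentence, and 2_LO_sn and 5_M_sn in another. Its summary of NGS and RT-PCR lists PPV for Ligeti óriás and Magyar kajszi of the stock nursery, and only CVA for Pannónia kajszi. Here 2 reads of 4_P_sn aligned to the PPV contig and 0 matched exactly, against 51 and 41 in 5_M_sn.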

Other observations

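The tests on the list of 5_M_sn, on 22-nt sequences against 3_P_ih, on CVA sequences outside the Pannónia kajszi libraries and on sequencing errors were chosen after their results had been seen, and the other tests before.

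The lists of 1_LO_ih, 3_P_ih and 5_M_sn hold the same number of distinct sequences, 1048576. If the lists stop at a fixed number of lines in no particular order, abundant sequences should be missing at the rate that Table S3 implies. Of the 312 sequences with at least 1000 reads in both complete libraries, 14.4% were missing from 1_LO_ih (Wilson 95% interval 11.0 to 18.8), 7.37% from 3_P_ih (4.96 to 10.8) and 35.3% from 5_M_sn (30.2 to 40.7). Table S3 implies 18.4%, 7.27% and 38.0%. Between the complete libraries, 1 of 387 sequences with at least 1000 reads in 2_LO_sn was missing from 4_P_sn. This is consistent with lists that stop at a fixed length, and it may explain why the first sequence of 1_LO_ih, 3_P_ih and 4_P_sn has 0 reads in 5_M_sn.

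On contigs held by 5_M_sn alone, 29.7% of the distinct sequences of 5_M_sn were 22 nt long. On the contigs held by the Pannónia kajszi libraries only, the share was 16.5% in 4_P_sn, 13.2 percentage points lower (Fisher's exact test on sequences, p = 9.54e-19, two-sided), and 21.9% in 3_P_ih. The group of 5_M_sn may mix LChV-1 and PPV, since 1 contig overlaps a contig of an LChV-1 primer and none could be placed on PPV. A library-wide excess of 22-nt sequences would also give such a difference. On contigs found in all 5 libraries it was 3.86 percentage points (p = 1.9e-22 from Fisher's exact test), in the same direction but smaller than such an excess alone would give. Part of this lies in 4_P_sn, whose 22-nt share there was 11.0% against 14.9% in 5_M_sn and 15.5% in 3_P_ih. Against 3_P_ih the difference on contigs of all 5 libraries was -0.612 percentage points (p = 0.111 from Fisher's exact test), so by this share 5_M_sn had no excess over 3_P_ih, while on the other groups it was 7.84 points (p = 8.7e-07). By the number of 22-nt per 21-nt sequence the contigs of all 5 libraries did differ, with 0.609 in 5_M_sn, 0.500 in 3_P_ih and 0.315 in 4_P_sn, against 0.763, 0.458 and 0.308 on the other groups. The measures disagree, so the pattern cannot be told apart from a partly library-wide excess, and that reading was chosen after the results were seen. If the plants of 5_M_sn favoured 22 nt whatever the virus, contigs shared by 2_LO_sn and 5_M_sn should have more 22-nt sequences in 5_M_sn. The shares were 30.2% in 5_M_sn and 32.0% in 2_LO_sn (Fisher's exact test, p = 0.505), so no such excess of the share was detected on these contigs, with 334 sequences of 2_LO_sn. On contigs of all 5 libraries 5_M_sn had 14.9% and 2_LO_sn 13.9% (Fisher's exact test, p = 0.0327), so a small excess in 5_M_sn, 0.907 points, is not excluded. The number of 22-nt per 21-nt sequence was also higher in 5_M_sn, with 0.739 against 0.699 on the shared contigs and 0.609 against 0.495 on contigs of all 5 libraries, differences that were not tested.

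On the contigs held by the Pannónia kajszi libraries only, 4 sequences of 1_LO_ih, 4 of 2_LO_sn and 5 of 5_M_sn matched exactly, with 1 or 2 reads each. Of these, 11 distinct sequences also occurred in the Pannónia kajszi libraries, with a median of 12 reads there against 1 for the others (permutation test, p = 0.0001, one-sided, the smallest p that 10000 permutations can give). Reads carried over from 1 library to another could give this pattern, and so could a low level of CVA in the other pools, which the test cannot tell apart, as was recognized after the result was seen. The reads of these sequences made up 0.0362% of the reads of the Pannónia kajszi libraries on these contigs in 1_LO_ih, 0.0181% in 2_LO_sn and 0.0452% in 5_M_sn.

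The base change G5456A of CVA was carried by 99.6% of the reads over the position in 3_P_ih and 53.1% in 4_P_sn. Sequencing errors are an unlikely cause at 53.1%, since errors were taken to give less than 5% at a position. A hypothesis is that the 2 trees of 4_P_sn hold different CVA variants. Then other positions should carry 2 bases in 4_P_sn. Among 946 positions of the contigs built from 3_P_ih, 0 had 2 bases (each 20 to 80% of at least 20 reads) in 4_P_sn, and among 1307 positions of the contigs built from 4_P_sn, 1 had 2 bases in 3_P_ih (Fisher's exact test on positions, p = 1, two-sided). With 1 such position in all, this test could not give a small p. At 2 positions of the contigs built from 4_P_sn, reads of 3_P_ih were counted with another base. Reads of 4_P_sn were not examined on the contigs built without primers from 4_P_sn. Only 1 contig of each library was tied to CVA by a contig grown from a primer. Contigs also had to match exactly in both libraries, which favours conserved stretches. The hypothesis was thus not decided, although no position with 2 bases was found in 4_P_sn on the contigs of 3_P_ih.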
